A study of Mus musculus with 10 samples. Its data were reported in "Activation of NF-κB and p300/CBP potentiates cancer chemoimmunotherapy through induction of MHC-I antigen presentation" (2021).

How the data were processed

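Chromatin accessibility was profiled by ATAC-seq in Myc-CaP cells, a prostate cancer line of the mouse. Per the labels, 10 libraries fall into 5 groups of 2: untreated cells (Ctrl), 2 µM oxaliplatin (Oxali), 2 µM cisplatin (Cispl), interferon-γ (IFNγ, given as 1000 pg with no volume) and oxaliplatin with IFNγ (Oxali + IFNγ), all sampled at 48 h. The data used here are 5 deposited peak lists, 1 per group.

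The authors trimmed the reads, aligned them to mm10 with bowtie2, kept reads of high mapping quality, removed duplicates and mitochondrial reads, pooled the 2 libraries of each group and called peaks with MACS2 without a control library. They then removed peaks in blacklisted sequence. Pooling came before calling, so no list has replicates, no standard deviation can be given and no test against the spread between replicates could be made. The study tested differences on counts per replicate, and such counts were not analysed here. Bowtie2 was run to report several placements of a read, but poorly mapped reads were filtered out afterwards. Whether a repeat still holds reads of other copies was not tested.

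The deposited fold per peak is the ratio, by MACS2, of the pileup plus 1 to the local background plus 1. The deposited −log10 p-value and −log10 q-value per peak come from the Poisson probability of that pileup over that background. These values are the authors' own. They were used to rank and filter peaks within a list and to recover the pileup and the background of each peak. No background lies below the genome background of its list, because MACS2 takes the larger of the genome-wide and the local value.

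Several summits of one called interval were counted as 1 region. A region was strong at a q-value of at most 0.01. A region was gained with a treatment when it was strong in the treated list and overlapped no deposited region of the control list by 1 bp, and lost in the mirror case. The deposited lists reach a −log10 p of 2.00, except the Cispl list, which ends at 2.99 and whose peak numbers end at 300000. Weak regions are therefore missing from that list. Shares carry 95% Wilson intervals, which cover counting error only and not differences between libraries.

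The whole-number pileup and the background that give the deposited fold and p were solved for each peak, which succeeded for 100% of peaks in every list. The lowest common background of a list is proportional to its number of reads. It was 12.1 in Ctrl, 11.3 in Oxali, 13.8 in Cispl, 9.62 in IFNγ and 12.9 in Oxali + IFNγ. The IFNγ list was thus the shallowest, and weak regions are the least reliable there. Of 20000 simulated peaks, 100% had their pileup recovered.

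All treated lists share the control list, so gains overlap between treatments with no effect present. Unchanged groups were therefore simulated in 20 draws. Each region of the union of the lists had one common level, and Poisson counts were drawn at the depth of each list. Simulated gains and losses were counted over these merged regions, and observed ones per list before merging. Parts of a peak split differently between lists therefore enter only the observed counts. Where a list had no call, its level was set midway between the local background and the calling threshold, or at the background as an alternative. The simulated counts were also scaled as for matched depth below, which was chosen after seeing the data.

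Gene positions and transcription start sites came from GENCODE M21 on GRCm38, the assembly of mm10, and no deposited peak ran past a chromosome end. A region overlapping 1 kb on either side of a start site was a start-site region. For 4 gene lists, genes with a gained region in the gene body or 5 kb around it were counted. The count was ranked among 10000 random lists of the same size, matched on gene length in 10 classes and on a control region at a start site. A percentile describes these lists and is no p-value.

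Exact matches to 10 consensus sequences were searched on both strands within 100 bp of each summit. The share of gained regions with a match was divided by that of kept regions, which were strong and overlapped a control region, weighted to the same GC content in 10 classes and the same start-site status. The reversed, not complemented, sequence served as the negative control. Interval bounds of a ratio reflect counting error in the gained regions alone. The ratios of 2 of these sequences enter the counts over all pairs but are not reported here.

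Levels were compared across lists only in the closing observations, as the recovered pileup over the genome background of the list. Sets of regions were set against 1000 random sets matched on GC content, start-site status and level, each of the first and last in 10 classes.

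The methods were tested on simulated data. All 2500 gained and 3000 lost regions planted among 22500 were found. Gene lists with no effect had a mean percentile of 47.9 over 1000 lists. A planted motif ratio of 1.5 was recovered as 1.50 after matching, against 1.90 without it, over 55000 regions.

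The grouping, the thresholds, the comparisons and most alternatives were chosen before the data were examined. The rule for named items, fixed then too, took 7 genes whose accessibility the study displays (Psmb9, Tap1, Psmb8, Tap2, Nlrc5, Ifngr2 and Nfkb1) and the 3 gained and 3 lost regions with the highest −log10 q for each treatment. Alternatives were all deposited regions, a q-value of at most 1e-05, an overlap of at least 50% of the shorter region, equal ranks and matched depth. Equal ranks set the 50000 strongest regions of a list against the 150000 strongest of the other. For matched depth, pileup and background were scaled to the IFNγ list and p recomputed. Gene windows of 50 kb or start sites alone, a 50 bp motif window and unmatched kept regions were also tried. A single p threshold for every list, equal ranks against 100000 regions, leaving out regions within 500 bp of a region of the other list, a simulated missing level at the background, and matching of kept regions on −log10 p in 5 classes were chosen after seeing the data.

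Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9 were used.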

Results

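ATAC-seq reads mark accessible chromatin, where a transposase can insert sequencing adapters. The comparisons ask how 48 h of oxaliplatin, cisplatin, IFNγ or oxaliplatin with IFNγ changed accessibility in Myc-CaP cells. Cisplatin and oxaliplatin are both platinum drugs that crosslink DNA, and IFNγ is a cytokine. Each group has 2 libraries, pooled by the authors into 1 peak list, so differences below are between pooled lists and could not be set against the spread between replicates.

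By genome background, the Oxali list had 92.9% of the depth of the control list, the Cispl list 113%, the IFNγ list 79.3% and the Oxali + IFNγ list 106%. Strong regions, with a q-value of at most 0.01, numbered 118154 in control cells, 153700 with Oxali, 171785 with Cispl, 113014 with IFNγ and 169143 with Oxali + IFNγ. They covered 57.9, 76.0, 85.8, 57.4 and 86.0 Mb in the same order. The alternative that moved these counts most was a q-value of at most 1e-05, which left 94699 regions with IFNγ. Over all lists together there were 211096 separate regions, of which 85375 (40.4%) were called in all 5 lists and 49925 (23.7%) in 1 list.

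Against control, 49898 regions were gained and 10769 lost with Oxali, so that 82.2% of changed regions were gained (95% Wilson interval, 81.9 to 82.6). With Cispl, 64071 were gained and 6971 lost (90.2% gained, 89.97 to 90.4). With Oxali + IFNγ, 64996 were gained and 8965 lost (87.9% gained, 87.6 to 88.1). IFNγ alone gave 14603 gained and 18672 lost regions, a gained share of 43.9% (43.4 to 44.4). Equal ranks moved these results most and left 596 gained and 58 lost regions with Oxali. There the gained share with IFNγ was 85.8%, on the other side of 50%, and it was above 50% for every treatment. At matched depth, gained regions numbered 48247 with Oxali, 56548 with Cispl, 14683 with IFNγ and 59276 with Oxali + IFNγ. Simulated unchanged groups gave on average 4842, 6308, 3271 and 6448 gained regions in that order. They gave 5853, 8850, 7635 and 4669 lost regions. The simulated losses with Cispl were 5687 when the level of a missing region was set to the background, an alternative chosen after seeing the data, so the 6971 observed lie on either side of the simulation depending on that level. For IFNγ the simulated gained share was 30.1%, so that its lower depth alone gives an excess of losses. At matched depth the simulated share was 50.8% (49.9 to 51.6 over the draws) and the observed share 46.4%.

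**Figure D1:**
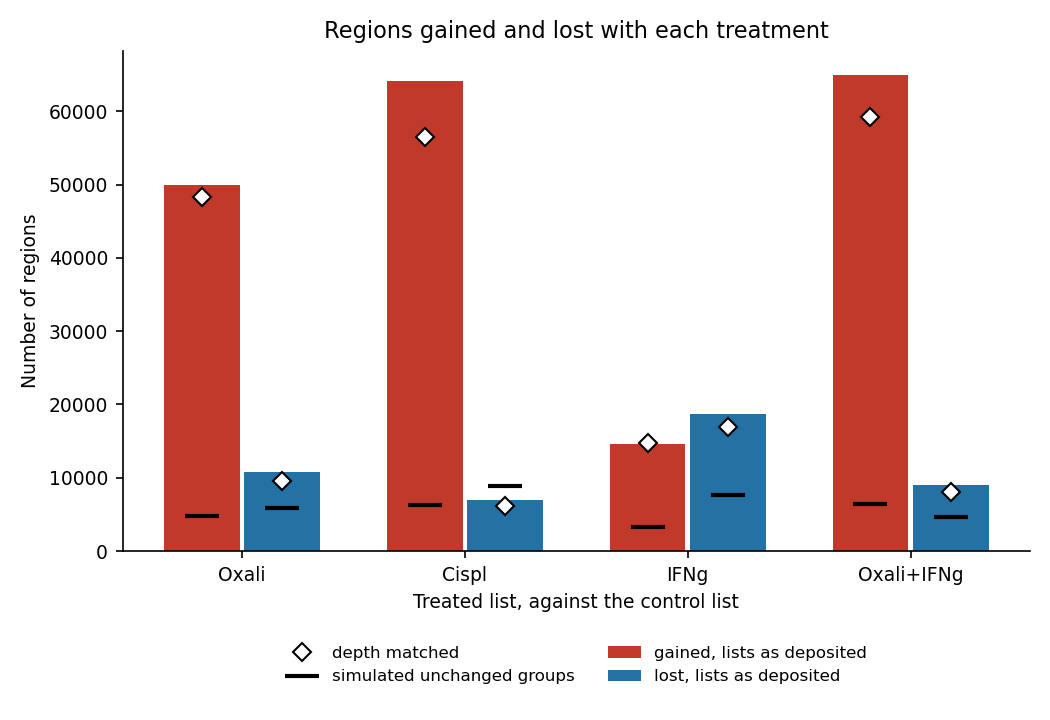
Number of regions gained (red bars) and lost (blue bars) in each treated list against the control list, with diamonds for matched depth and dashes for the mean of 20 simulations of unchanged groups. Gains exceed losses with Oxali, Cispl and Oxali + IFNγ, and losses (18672) exceed gains (14603) with IFNγ.

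In bases, the overlap with the control list (Jaccard index) was 64.3% for Oxali, 60.9% for Cispl, 75.1% for IFNγ and 59.2% for Oxali + IFNγ. Among the 10 pairs of lists, Oxali and Oxali + IFNγ overlapped most, at 77.6%. The corresponding value at equal ranks was 82.1%. Oxali and Cispl overlapped by 72.2%.

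To ask which gains are common to the treatments, regions gained with one treatment were looked up in another list. Of the regions gained with Oxali, 84.6% (84.2 to 84.9) were called with Oxali + IFNγ, against 64.8% in simulated unchanged groups. In the Cispl list 69.6% (69.2 to 70.0) were called, against 43.4% simulated, and in the IFNγ list 14.7% (14.4 to 15.1), against 52.4% simulated. Of the regions gained with IFNγ, 62.0% (61.2 to 62.8) were called with Oxali + IFNγ, against 66.5% simulated. Of those gained with Cispl, 55.4% (55.0 to 55.8) were called with Oxali, against 58.5% simulated. The simulated shares rest on far fewer gains, with Cispl on average 6308 against 64071 observed. In counts, 35509 Cispl gains were called with Oxali, more than all simulated Cispl gains. A share near or below the simulated one thus does not mean that no more gains were shared than in unchanged groups. Equal ranks moved the sharing most, with 96.8% of Cispl gains called with Oxali.

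Strong regions of the Oxali + IFNγ list with no call in the Ctrl, Oxali or IFNγ lists numbered 21989, against 1591 on average in simulated unchanged groups. Of these, 33.0% (32.4 to 33.6) were called with Cispl. They were weak, with a median pileup of 36, and 51.5% had a q-value of at most 1e-05. Their number depended on the ranks admitted, and 2 were left at equal ranks.

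Gained regions lay at transcription start sites in 10.7% of cases with Oxali (10.4 to 11.0), 11.7% with Cispl (11.4 to 11.9), 15.2% with IFNγ (14.7 to 15.8) and 10.8% with Oxali + IFNγ (10.5 to 11.0). Kept regions did so in 21.5%, 21.1%, 22.03% and 21.3%. Lost regions were at start sites in 11.2%, 11.2%, 10.3% and 11.3%. Equal ranks moved the IFNγ value most, to 36.7% of 139 gained regions (29.1 to 45.0), against 31.6% of kept regions in that setting. The gained share with IFNγ was thus not below the kept share there.

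The study addresses genes of class I antigen presentation, several of which lie side by side on chromosome 17 (mm10). Psmb9 (34181987 to 34187764) and Tap1 (34187553 to 34197225) share a region at their start sites, 34186915 to 34188453, which was called in every list. Its pileup was 1189 in control cells, 723 with Oxali, 769 with Cispl, 632 with IFNγ and 553 with Oxali + IFNγ. The region at the start site of Psmb8 (34197721 to 34201454) had pileups of 161, 200, 197, 140 and 216. Within Tap2 (34203527 to 34216321), an intronic region at 34210317 to 34211237, chosen after its values were seen, had pileups of 284, 630, 462, 323 and 833. These pileups are not scaled to depth, and the genome background of each list is given with the processing. At the named genes, regions that overlap between lists were merged, while gained and lost regions were counted per list before merging. Within 5 kb, Tap1 and Psmb8 each had 1 gain with Oxali, 2 with IFNγ and 0 with Cispl or Oxali + IFNγ. Their windows overlap, so these may be the same gains. Psmb8 and Tap2 each had 1 loss with Cispl. All these lay in merged regions that every list called.

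Nlrc5 encodes an activator of these genes and lies on chromosome 8 (94434356 to 94527272). With 5 kb on each side it held 9 merged regions called in control cells. Those called numbered 14 with Oxali, 16 with Cispl, 14 with IFNγ and 20 with Oxali + IFNγ. Gained regions, counted per list before merging, numbered 8, 8, 4 and 11, so the counts need not add up. The region at its start site, 94433601 to 94434720, had pileups of 89, 106, 137, 73 and 206. An intronic region at 94493017 to 94493714 was called with Oxali, Cispl and Oxali + IFNγ, with pileups of 150, 161 and 189, and was in neither the control nor the IFNγ list. It lies beside a region called in every list (94491841 to 94492932), with a pileup of 872 in control cells and 564 with Oxali. Another, at 94442859 to 94444271, had pileups of 46, 41 and 129 in the same lists. These intronic regions were chosen after their values were seen.

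**Figure D2:**
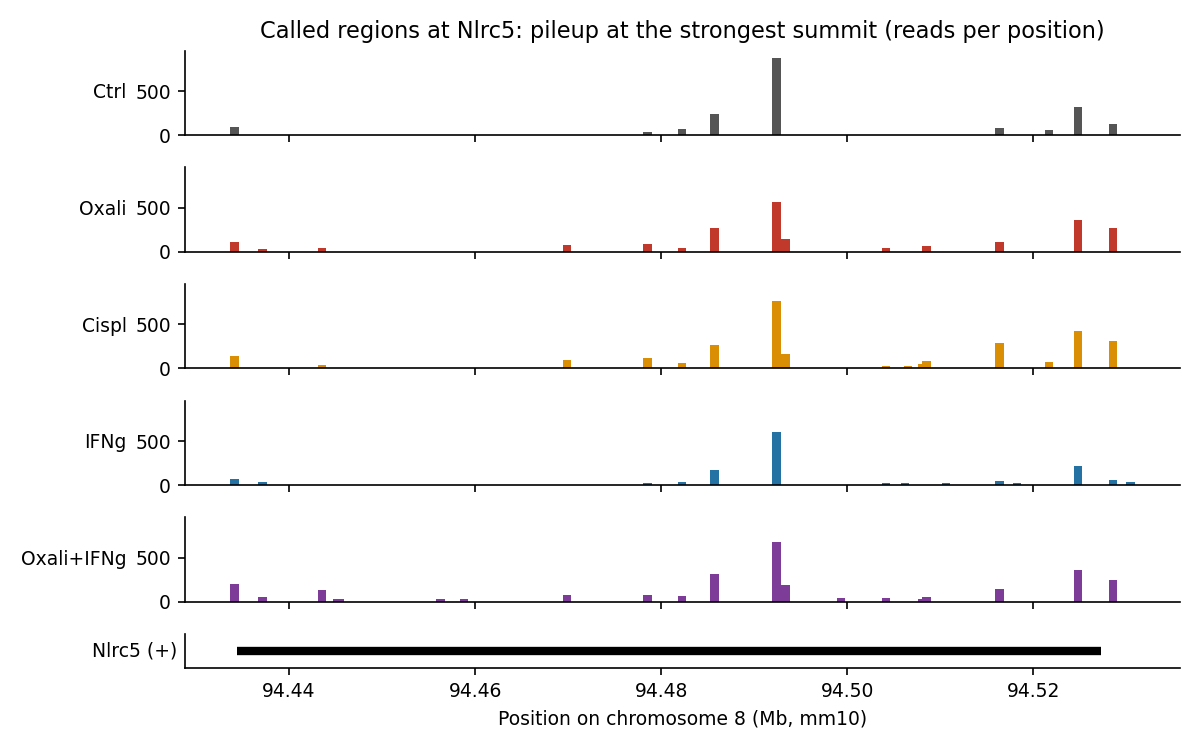
Called regions within 5 kb of Nlrc5 in each list, with position in Mb on chromosome 8 and bars for the pileup at the strongest summit, not scaled to depth; the black line is the gene. After merging of regions that overlap between lists, 20 were called with Oxali + IFNγ and 9 in control cells.

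Around Ifngr2 (chromosome 16, 91547072 to 91565623), which encodes a subunit of the IFNγ receptor, 2 regions were gained with Oxali, 3 with Cispl and 3 with Oxali + IFNγ, and 0 with IFNγ. Its start-site region, 91546623 to 91547908, had pileups of 140, 138, 165, 99 and 122. Around Nfkb1 (chromosome 3, 135584655 to 135691547), 2 regions were gained with Oxali, 7 with Cispl, 2 with IFNγ and 1 with Oxali + IFNγ, while 4, 0, 6 and 3 were lost. As above, these were counted per list before merging. Some are therefore part of a merged region that both lists called, as the gain with Oxali + IFNγ was.

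The strongest gain with Oxali by −log10 q was an intronic region of Prkar1b (chromosome 5, 139118117 to 139119260), with a pileup of 372 over a background of 27.6. It was also called in the other treated lists. An intronic region of Thada on chromosome 17 was among the strongest gains with Oxali (84408572 to 84409151, pileup 313) and with Oxali + IFNγ (84408397 to 84409154, pileup 365), and was called with Cispl but not IFNγ. The remaining Oxali gain lay near Runx2 (chromosome 17, 44491479 to 44492144). With Cispl, the leading gains lay near Ppp1cc (chromosome 5, 122156399 to 122157044) and in introns of Pola1 (chromosome X, 93327695 to 93328746) and Manba (chromosome 3, 135540373 to 135541408). With Oxali + IFNγ they included an intron of Arhgap22 (chromosome 14, 33287761 to 33288717, pileup 406) and a site 274559 bp from Tmem132c (chromosome 5, 126966929 to 126967560). With IFNγ, 2 lay between genes on chromosome 9 (16625483 to 16625805 and 16626741 to 16627085), 124374 and 125648 bp from Fat3. The remaining one, in an intron of Gm10717 (chromosome 9, 3032825 to 3033011), had a pileup of 1917 over a background of 741. All 3 were also called with Oxali and with Cispl, which hold no IFNγ. Of the 36 IFNγ gains with a −log10 q of at least 50, 52.8% lay in sequence masked as repeats.

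Among lost regions, the strongest by −log10 q against Oxali lay between genes 121685 bp from Fgfr2 (chromosome 7, 130040597 to 130040937, control pileup 360), at the Plec untranslated region (chromosome 15, 76209007 to 76209244) and between genes 55509 bp from Itga11 (chromosome 9, 62622204 to 62622449). Those lost with Cispl lay in introns of Mboat1 (chromosome 13, 30194784 to 30195233) and Rrm2 (chromosome 12, 24710782 to 24710956) and between genes 103004 bp from Impad1 (chromosome 4, 4896199 to 4896567). With IFNγ they lay in an intron of Tex14 (chromosome 11, 87426375 to 87426537), near Wdr60 (chromosome 12, 116202677 to 116202893) and near Lin28a (chromosome 4, 134020561 to 134021117). With Oxali + IFNγ they lay in introns of Tex14 (chromosome 11, 87422536 to 87422711, control pileup 1158 over a background of 306), Hhat (chromosome 1, 192745203 to 192745432) and Foxn1 (chromosome 11, 78360168 to 78360360). Several lost regions lay beside a region that the treated list held. With Oxali + IFNγ the distance to it was 95 bp at Tex14, 59 bp at Hhat and 156 bp at Foxn1. Of all lost regions, 26.8% with Oxali, 26.0% with Cispl, 21.2% with IFNγ and 26.9% with Oxali + IFNγ lay within 500 bp of a region of the treated list. The same held for 18.9%, 23.8%, 38.6% and 16.8% of gained regions and the control list. Without these regions, an alternative chosen after seeing the data, the gained shares were 83.7%, 90.4%, 37.8% and 89.2%.

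Of 26 interferon signalling genes, 22 had a gained region with Oxali + IFNγ, at percentile 99.6 of the random lists. With Oxali the count was 19 (percentile 97.9), with Cispl 21 (94.5) and with IFNγ 9 (59.7). For 17 genes of class I antigen processing and presentation the percentiles were 63.8 with Oxali, 4.28 with Cispl, 73.6 with IFNγ and 3.83 with Oxali + IFNγ. This list holds polymorphic class I genes, whose reads can be lost or misplaced where the line (FVB) differs from the reference, and this was not tested. A gained region overlaps no control region, so a rise at a region already called in control cells is not counted in any list. Low percentiles therefore do not show that class I genes opened less than random genes. For 18 NF-κB signalling genes they were 43.8, 89.0, 97.3 and 75.1, and for 21 p53 targets 89.9, 85.4, 89.9 and 85.5. Of these 16 pairs of list and treatment, 3 reached percentile 95. None of the 16 did so at a q-value of at most 1e-05, where the highest percentile was 94.8, or at start sites alone. With a window of 50 kb the NF-κB list with IFNγ fell to percentile 87.8. All 26 interferon genes had a gained region in that window with Oxali, Cispl and Oxali + IFNγ, so it could not rank this list there. At equal ranks at most 1 gene of a list had a gained region, too few for a ranking. Among lost regions, the p53 targets stood at percentile 99.5 with Oxali, 97.7 with Cispl, 92.9 with IFNγ and 99.3 with Oxali + IFNγ, which were the 3 of 16 pairs at percentile 95 or above. With a window of 50 kb they fell to 93.4, 90.4, 82.3 and 93.7, and at start sites, where at most 1 of these genes had a lost region, to at most 59.0. In the 50 kb window other lists passed 95 among lost regions, NF-κB signalling with Oxali (98.3) and class I presentation with Cispl (98.4). At a q-value of at most 1e-05 the percentiles of the p53 targets were 99.8, 98.3, 98.4 and 99.6.

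The NF-κB consensus was in 3.34% of regions gained with Oxali, 1.70 times the share in matched kept regions (1.62 to 1.78), while the reversed sequence had a ratio of 0.937. The ratio was 1.23 with Cispl (1.18 to 1.296), 1.05 with IFNγ (0.939 to 1.17) and 1.70 with Oxali + IFNγ (1.64 to 1.77). Matching on −log10 p, an alternative chosen after seeing the data, gave ratios of 2.07, 1.38, 1.14 and 2.19. The ISRE, bound by interferon regulatory factors, had ratios of 1.42 with Oxali, 1.34 with Cispl, 0.886 with IFNγ (0.785 to 0.999) and 1.81 with Oxali + IFNγ (1.75 to 1.88). Its reversed sequence was also in excess, at 1.27, 1.17, 0.897 and 1.50, so that part of the excess was not specific to the element. The CTCF consensus was depleted from gained regions, at 0.294, 0.317, 0.126 and 0.265. Matching on −log10 p weakened this to 0.548, 0.759, 0.253 and 0.488. The AP-1 consensus had ratios of 0.944, 0.676, 0.971 and 0.905, and became 1.26, 0.834, 1.25 and 1.27 when kept regions were matched on −log10 p. Of the 40 pairs of motif and treatment, 17 had a lower bound above 1.

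**Figure D3:**
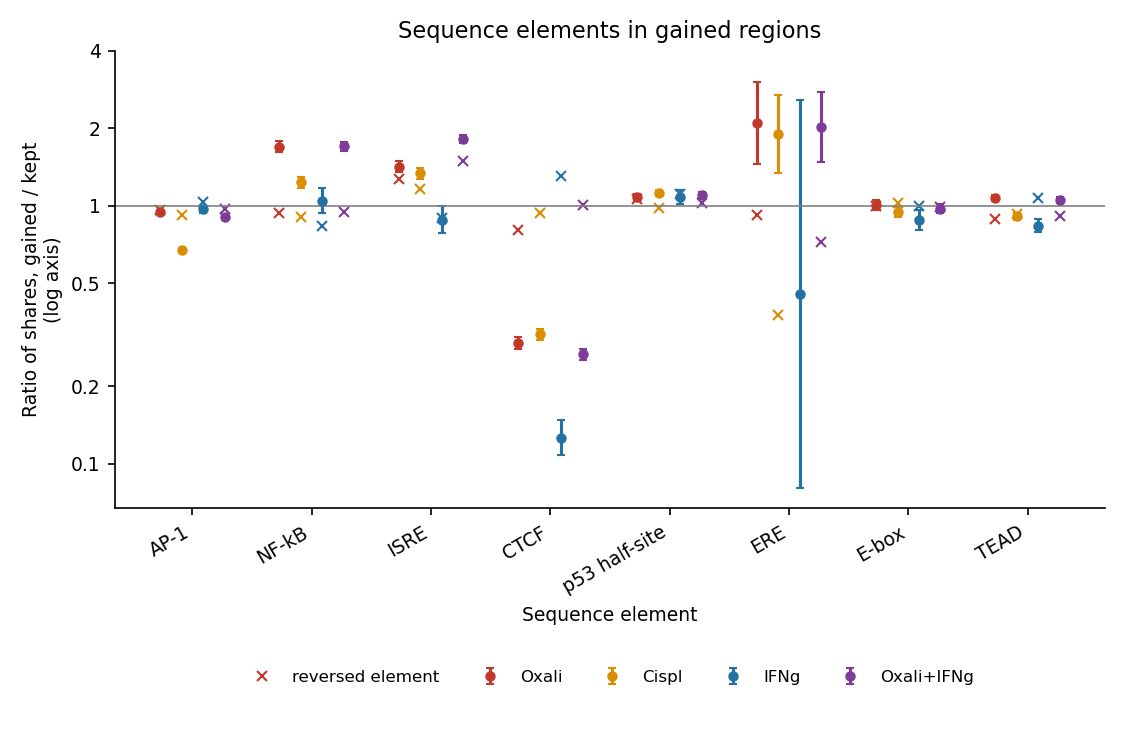
Share of regions with each of 8 sequence elements in gained regions divided by that in matched kept regions (log axis), with dots and 95% counting intervals per treatment and crosses for the reversed sequence; the reversed ERE had no match in IFNγ gains and is not drawn. The NF-κB dots of Oxali and Oxali + IFNγ lie at 1.70, and the CTCF dots lie below 1 in every list.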

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

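A single p threshold, equal ranks against 100000 regions, leaving out regions near the other list, a simulated missing level at the background and matching on −log10 p were chosen after seeing the data; the other alternatives were not. No paired analysis was possible because the authors pooled the libraries before calling, and for the same reason leaving out each library was not run. The cause of a change was not tested unless stated.

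Under every alternative run, more regions were gained than lost with Oxali, Cispl and Oxali + IFNγ. The direction for IFNγ reversed at equal ranks. Equal ranks admit few regions by construction, since a strong region must be missing from a much longer ranking. Against 150000 regions, 596 were gained with Oxali, 345 with Cispl, 139 with IFNγ and 789 with Oxali + IFNγ, and 58, 22, 23 and 72 were lost, which gave gained shares of 91.1%, 94.0%, 85.8% and 91.6%. The Ctrl and IFNγ lists are shorter than 150000 regions and entered whole. Against 100000 regions, 1013, 653, 170 and 1340 were gained and 220, 123, 33 and 345 lost. The gained share was then 84.1% with Cispl, 83.7% with IFNγ and 79.5% with Oxali + IFNγ. Shares were thus above 50% for every treatment, and equal ranks did not set IFNγ apart. Combination-only regions fell to 2 and 3 in these settings, and the Jaccard index of Oxali and Oxali + IFNγ rose to 82.1% in both. Of Oxali gains, 98.8% and 92.4% were called with Cispl, 29.5% and 29.7% with IFNγ, and 99.8% and 99.9% with Oxali + IFNγ. Of Cispl gains, 96.8% and 93.6% were called with Oxali, and of IFNγ gains, 74.1% and 59.4% with Oxali + IFNγ.

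At a q-value of at most 1e-05, fewer regions can pass. Gains with IFNγ fell to 6317, and losses to 5956 with Oxali, 3572 with Cispl, 11299 with IFNγ and 5095 with Oxali + IFNγ. The gained shares were 85.9%, 92.9%, 35.9% and 90.3%, and 11318 combination-only regions were left. Sharing rose to 76.3% of Oxali gains in Cispl, 16.1% in IFNγ and 89.8% in Oxali + IFNγ, to 68.3% of IFNγ gains in Oxali + IFNγ and to 62.6% of Cispl gains in Oxali.

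With all deposited regions the gained shares were 81.0%, 88.7%, 46.2% and 86.9%. Sharing was 67.8%, 14.4% and 82.8% of Oxali gains in Cispl, IFNγ and Oxali + IFNγ, 58.6% of IFNγ gains in Oxali + IFNγ and 54.6% of Cispl gains in Oxali. At matched depth the gained share was 83.5% with Oxali and 46.4% with IFNγ, and sharing was 70.4% of Oxali gains in Cispl, 85.2% in Oxali + IFNγ and 58.4% of Cispl gains in Oxali. An overlap of at least 50% gave a gained share of 87.6% with Oxali + IFNγ, and sharing of 84.1% (Oxali in Oxali + IFNγ), 60.8% (IFNγ in Oxali + IFNγ) and 54.8% (Cispl in Oxali). A single p threshold gave 84.0% of Oxali gains in Oxali + IFNγ, 14.4% in IFNγ and 54.8% of Cispl gains in Oxali. Without regions within 500 bp of the other list, which may include parts of one peak split differently, 8962 gains with IFNγ were left and the gained shares were 83.7%, 90.4%, 37.8% and 89.2%. Intervals are narrow because regions are many, so these small shifts exceed counting error.

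Among gained regions, the number of list and treatment pairs at percentile 95 or above was 0 at a q-value of at most 1e-05, 0 with 50 kb windows, 0 at start sites alone and 0 at equal ranks. Equal ranks could hardly give another count, since at most 1 gene of a list had a gained region. In the 50 kb windows 7 of 16 pairs had one at every gene, none of them with IFNγ, and the NF-κB list with IFNγ fell to percentile 87.8. Among lost regions the number was 3, and 4, 2, 0 and 0 in these settings. Over 64 list percentiles recomputed, 44 stayed on the same side of the bounds at 5 and 95, and 20 moved inside them. Of 160 motif ratios recomputed, 73 stayed within the counting interval, 84 left it without changing direction beyond counting error and 3 reversed, all for AP-1. These were 1.26 with Oxali and 1.27 with Oxali + IFNγ after matching on −log10 p, and 1.05 with Oxali when kept regions were not matched. Of 14 simulated values 9 moved with the missing level at the background; the losses with Cispl fell from above to below those observed. Of the 16 start-site shares 10 moved, and of the 20 Jaccard indices with control 9 moved. The 24 regions named by rank stayed gained or lost in every setting run except the one without regions near the other list, which left 18, and all 6 that dropped out were lost regions. The other settings could hardly drop them, since none adds regions to the list compared and these regions were chosen for the highest −log10 q. Depth by the 1st percentile of the background gave the same values. It had to, since 30.8% (IFNγ) to 38.4% (Oxali) of peaks lay at the genome background, the lowest value of a list. The shallow IFNγ list limits what can be said of regions missing from it.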

Other observations

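The tests in this part were interpreted, and what each explanation predicts was written down, only after the results were seen; the simulation and the comparison at matched depth had been planned before, though not their combination. All levels are recovered pileups over the genome background, compared between pooled lists.

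More regions were gained than lost with Oxali. A difference in depth is argued against, since the gained share was 83.5% at matched depth. At equal ranks against 100000 regions it was 82.2%, but it was as high with every treatment (79.5% to 84.1%), so list length stays open as a contribution. Sampling noise around one common level gave at most 4947 gained regions in 20 simulations, against 49898 observed. The simulation counts merged regions and cannot split a peak, while 18.9% of the observed gains lay within 500 bp of a control region. A uniform rise of enrichment is argued against by levels at regions called in all 5 lists. There the median log2 level relative to control was −0.25 at start-site regions and 0.26 at other regions. Over all these regions the median shift was 0.15 with Oxali, 0.07 with Cispl, −0.25 with IFNγ and 0.14 with Oxali + IFNγ. Differences between the libraries of a group stay open.

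Fewer regions were gained than lost with IFNγ. At the depth of each list, simulated unchanged groups had a gained share of 30.1%, below the 43.9% observed, so lower depth alone gives an excess of losses. At matched depth the observed share, 46.4%, was instead below the simulated one, 50.8% (49.9 to 51.6 over the draws). Whether lower depth is the whole cause stays open, since these comparisons differ in direction. Weaker enrichment over the background may contribute: the log2 level relative to control, at regions called in every list, was −0.43 at start-site and −0.19 at other regions. An action of IFNγ on the chromatin was not separated from this.

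With Oxali, Cispl and Oxali + IFNγ, levels fell at strong regions and rose at weak ones. In the strongest of 10 classes of mean level, the log2 shift of start-site regions was −0.54 with Oxali, −0.75 with Cispl and −0.998 with Oxali + IFNγ. Other regions of that class shifted by −0.15, −0.54 and −0.27, so much of the fall with Oxali and Oxali + IFNγ goes with start sites. In the weakest class, other regions rose by 0.28, 0.36 and 0.34 with the 3 platinum treatments, where the calling threshold limits how far a level can fall. IFNγ alone had no such rise: its shift in the weakest class was −0.05 at start-site and 0.01 at other regions. In the strongest class it was −0.58 at start-site and −0.26 at other regions, so this fall was also larger at start sites. Lower contrast of the treated libraries for a technical reason and a redistribution of accessibility cannot be told apart, since no repeated list of one group is held. The lower pileup at the Psmb9 and Tap1 start sites belongs to this pattern. The log2 level there changed by −0.61 with Oxali, −0.81 with Cispl, −0.58 with IFNγ and −1.19 with Oxali + IFNγ. These values stood at percentiles 37.4, 39.1, 50.9 and 15.9 among regions of the same class. With Oxali + IFNγ the fall was thus larger than at most regions of its class. That was class 9 by mean level of both lists, against class 10, the strongest, with the other treatments. Among start-site regions of class 10 with Oxali + IFNγ, the quartiles were −1.23 and −0.74, and −1.19 lies between them. The 15.9 is therefore not on the same footing as the other percentiles. Of 25 regions at the named genes that every list called, 1 with Oxali, 6 with Cispl, 2 with IFNγ and 1 with Oxali + IFNγ stood at percentile 95 or above.

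Regions gained with IFNγ had no excess of the ISRE. An exchange of control and IFNγ libraries would put the excess in the lost regions, where the ratio was 0.889. Thresholds that hide a small rise cannot be told apart from no rise. At regions called in all lists, ISRE regions differed by 0.0183 (log2), within the range of random sets, of which 43 of 1000 were as high. A response that had passed by 48 h was not tested.

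In the list of Oxali + IFNγ, 27854 strong regions had no call with Oxali alone. The ISRE was in excess there, with a ratio of 1.80 (1.70 to 1.89) against the remaining strong regions. Adenine-rich sequence may account for part of this excess, as the reversed element had a ratio of 1.58 (1.49 to 1.68). A remainder beyond the reversed element is not specific to IFNγ. Against control, gains with Oxali and with Cispl, which hold no IFNγ, had ISRE ratios of 1.42 and 1.34, also above their reversed elements. An action of IFNγ on cells exposed to Oxali stays open as a hypothesis.

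Of the 36 regions gained with IFNγ at a −log10 q of at least 50, 19 (52.8%, 37.0 to 68.0) lay in sequence soft-masked as repeats over at least 90% of 100 bp on each side. The share was at most 2.49% among gains of the other treated lists, but these are many more, and their gains in such sequence numbered 32 with Oxali, 36 with Cispl and 41 with Oxali + IFNγ. Ambiguous mapping acting alike in every list thus cannot be told apart from other causes, since it would give repeat gains in every list and these numbers do not exclude it. The authors' filter on mapping quality limits such reads, but what remained of them was not measured. An action of IFNγ stays undecided. Of 87 such repeat regions at a −log10 q of at least 20, 41.4% (31.6 to 51.9) were called with Oxali + IFNγ and 52.9% (42.5 to 63.0) with Cispl, which holds no IFNγ. With Oxali, which holds no IFNγ either, 26.4% (18.3 to 36.6) were called. The lists without IFNγ thus lay on either side of Oxali + IFNγ. Repeat copies that differ between FVB and the reference could hold reads of several sites and were not analysed here.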
